A study of Mus musculus with 12 samples. Its data were reported in "Stabilizing heterochromatin by DGCR8 alleviates senescence and osteoarthritis" (2019).

How the data were processed

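Gene expression was measured by RNA sequencing of mouse knee joints in 12 libraries, 3 in each of 4 groups. The groups were non-operated joints (Non-invasive) and joints after anterior cruciate ligament transection (ACLT), a surgical model of osteoarthritis, that were injected with a lentivirus encoding luciferase (Luc), wild-type DGCR8 (DR8-WT) or a DGCR8 mutant of the double-stranded RNA-binding domain (DR8-mtDRBD). DGCR8 is the RNA-binding partner of DROSHA in the cleavage of primary microRNAs, and the mutant lacks this activity according to the study. Surgery was at 8 weeks of age, injection followed after 1 week and joints were collected 7 weeks after injection. According to the methods of the study, the RNA of the joints of a group was mixed and then divided into technical repeats. The libraries of a group are therefore repeats of a single RNA pool, and every test below compares pools of RNA and not mice. The spread between libraries holds library preparation and counting error, and no variation between animals. Luc differs from Non-invasive by both surgery and injection.

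The deposited values are read counts per gene, made by the authors and not normalized. Read pairs passed through Trim Galore, were aligned to the mm10 genome with hisat2 with its defaults and were counted with HTSeq. The annotation release and the strand setting used for counting were not stated. The files list 53465 Ensembl gene identifiers and the summary lines of the counter. Symbols came from GENCODE M21, which matched 53274 identifiers, and coordinates are those of the same annotation on GRCm38 (mm10), counted from 1. HTSeq leaves out reads that overlap more than one gene. Counts of genes with near-identical copies, pseudogenes and immunoglobulin segments are uncertain.

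Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with its defaults, which left 16297 genes, and libraries were scaled by the trimmed mean of M values (TMM). A negative binomial model with a term for each of the 4 groups was fitted to all 12 libraries, and 6 pairwise contrasts were tested with the quasi-likelihood F test. Adjusted p-values are Benjamini-Hochberg values within a contrast. A gene was called changed at an adjusted p under 0.05 and an absolute log2 fold change above 0.5, the thresholds used by the authors. The authors used DESeq2, which is run here as an alternative. Values per library are CPM, counts relative to library size, on the TMM scale, given as mean ± SD over 3 libraries. Standard errors of log2 fold changes were derived from the fold change and its F statistic.

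A gene was called changed back when it changed in Luc vs Non-invasive and changed in the opposite direction in DR8-WT vs Luc or DR8-mtDRBD vs Luc. A group was said to stand apart at a gene when it was changed in the same direction against each of the other groups. The contrasts that enter these counts share libraries, so the counts are not independent of each other.

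Shifts of 16 gene lists were tested in 4 contrasts with camera in limma 3.58.1 on log2 CPM with a prior count of 2, with the correlation between genes estimated from the data and adjustment over the 64 tests. The value of a list is the mean log2 fold change of its genes. The lists of markers (8 of processes and 8 of tissues or cell types) were written before the data were examined but after the gene lists of the study had been read, and some genes are in both.

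Genes named in the text were chosen by a rule fixed before the data were examined. They are Dgcr8, a set of senescence, inflammation and heterochromatin genes (Cdkn2a, Cdkn1a, Il6, Mmp13, Lmnb1, Trim28 and Cbx3), genes that the study names from its sequencing, of which 6 are given in full, and genes with the largest fold changes. The last were the 3 genes in each direction of 4 contrasts with the largest absolute log2 fold change among changed genes with a mean of at least 5 CPM and no overlap between the libraries of the groups, and likewise the 3 genes in each direction at which Luc stood apart, ranked by the smallest of the fold changes involved. The study chose its named genes from these same data, so they are no independent sample of genes.

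Total counts assigned to genes ran from 7989607 to 12873708 per library. The smallest abundance that 3 counts can show was between 0.233 and 0.375 CPM. This floor covers counting error only, since reads without molecular identifiers are not independent molecules.

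The replicate numbers in the labels are shared by all groups and give a pairing that was tried as a block. Deviations from the group means correlated across genes by 0.00151 on average between libraries with the same number and by -0.000758 between libraries with different numbers of different groups, so the numbers did not pair the libraries. The alternatives were DESeq2 1.42.0, a fit of only the 6 libraries compared (for the lists, chosen after seeing the data), other scaling (the relative log expression method, RLE, and total counts), other filters (none, and a mean of at least 5 CPM), other fold-change cutoffs, the replicate block, leaving out each library, and the median in place of the mean of a list. In a further alternative the 3 repeats of each group were summed to 1 library and tested by a likelihood-ratio test with an assumed dispersion of 0.04, a coefficient of variation of 0.2 that stands in for variation between mice that these data do not measure.

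The procedure was tested on simulated counts with the means, dispersions and library sizes of these libraries over 16014 genes, with 200 genes changed by a log2 fold change of 1 in Luc and 200 others in Non-invasive. It called 96% of the changed genes in Luc vs Non-invasive, and 2.54% of its calls were genes that had not been changed. It called 90.5% of the genes changed in Luc as standing apart. A list of 20 genes raised by 0.8 in Luc had an adjusted p of 1.23e-05, and a list that was not raised had 0.783. The changed genes and both lists were drawn from genes with more than 20 counts expected in the smallest library. Genes were simulated independently of each other, and far fewer were changed than the 45.6% called in the real Luc vs Non-invasive contrast. These rates may therefore not hold for the real data, nor for lists of genes that vary together.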

Results

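The data comprised 12 RNA-seq libraries of mouse knee joints, 3 technical repeats of 1 RNA pool in each of the Non-invasive, Luc, DR8-WT and DR8-mtDRBD groups. The total count assigned to genes was 9566521, 11088148 and 12873708 in the Non-invasive libraries, 8157394, 8118365 and 7989607 in Luc, 10710381, 10995982 and 10772153 in DR8-WT, and 9522911, 8180869 and 9101058 in DR8-mtDRBD. Each Luc library was smaller than every library of the other groups, so depth and group were not separated by the design. After all libraries were drawn down to 7989607 counts, Luc stood apart at 451 genes, against 479 before. This argues against depth as the source of that number. The 10 most abundant genes took between 6.08% and 8.90% of the counts of a library.

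Repeats of a group were compared before they were averaged. The chi-square statistic of their counts per degree of freedom ranged from 2.02 to 3.86 over the 12 pairs, so no pair agreed within sampling noise, and all libraries were kept as separate repeats. The coefficient of variation beyond counting error was 6.07% in Non-invasive, 7.82% in Luc, 5.52% in DR8-WT and 4.97% in DR8-mtDRBD. The correlation of log2 CPM between repeats of a group was between 0.985 and 0.991 across genes, which are not independent replicates. Between group means, the correlation was highest for Luc and DR8-mtDRBD, at 0.985, and lowest for Non-invasive and Luc, at 0.927. DR8-WT correlated with Non-invasive at 0.971 and with Luc at 0.970.

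Dgcr8 (ENSMUSG00000022718, chromosome 16, 18253948 to 18289246, minus strand, protein coding) was examined first, because its expression can check the labels of an overexpression design. In Non-invasive it was 42.05, 41.97 and 40.67 CPM in the 3 repeats. The values were 39.3, 34.3 and 39.0 CPM in Luc, 48.1, 46.3 and 46.6 CPM in DR8-WT, and 42.6, 37.2 and 35.0 CPM in the libraries labelled DR8-mtDRBD. Dgcr8 was higher in DR8-WT than in Luc by a log2 fold change of 0.32 ± 0.07 (SE, adjusted p 0.000656), below the cutoff of 0.5. With the replicate block the value was 0.33. In the libraries labelled DR8-mtDRBD the difference from Luc was 0.03 ± 0.08 (adjusted p 0.802), which is within the spread between repeats, and Dgcr8 was lower there than in DR8-WT by a log2 fold change of -0.29 ± 0.07 (adjusted p 0.00162). The counts therefore did not show the overexpression named by the label DR8-mtDRBD. Counts per gene cannot separate endogenous from virus-encoded transcripts. Whether reads of the virus-encoded sequence were counted as mouse Dgcr8 is not known, so these counts do not decide whether the mutant was expressed.

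**Figure D1:**
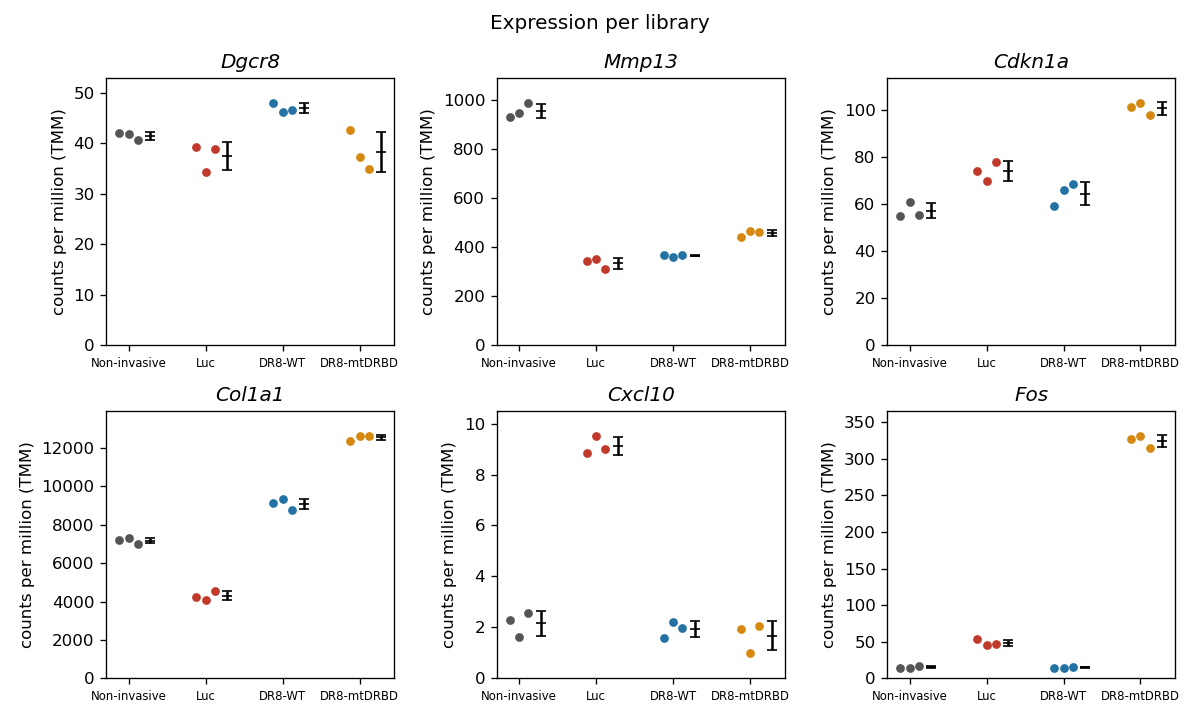
CPM on the TMM scale (vertical axes, starting at 0) of Dgcr8, Mmp13, Cdkn1a, Col1a1, Cxcl10 and Fos in the 3 libraries of each group (points), with mean ± SD (bars). Dgcr8 lies between 46.3 and 48.1 CPM in DR8-WT, above every other library, while Fos reaches a mean of 324 CPM in DR8-mtDRBD.

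The effect of ACLT with the control virus was addressed by Luc vs Non-invasive. Of 16297 genes tested, 3934 were higher and 3494 were lower in Luc, in sum 45.6% of the genes. With the replicate block, 3907 were higher and 3494 lower. The alternative that moved these counts most was the fit with summed repeats and an assumed dispersion, which gave 1711 and 1169 genes. The genes with the largest increase were Arg1 (ENSMUSG00000019987, chromosome 10, 24915221 to 24927484), Mmp12 and Gm4841. Arg1 rose from 0.216 ± 0.0853 CPM (SD, n = 3) to 20.1 ± 1.31 CPM (SD, n = 3), a log2 fold change of 6.50 ± 0.33 (SE, adjusted p 2.58e-14 by edgeR). Mmp12 and Gm4841 had log2 fold changes of 6.46 and 4.91. The genes with the largest decrease were Ear1, Igkv16-104 and Ear6, with log2 fold changes of -8.29, -7.93 and -7.66. Ear1 and Ear6 belong to a family of near-identical ribonuclease genes and Igkv16-104 is an immunoglobulin segment, so their counts are uncertain.

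Whether DGCR8 counteracted these changes was addressed by DR8-WT vs Luc and DR8-mtDRBD vs Luc. In DR8-WT vs Luc, 1874 genes were higher and 2083 lower, and 1857 and 2071 with the replicate block. In DR8-mtDRBD vs Luc, 875 genes were higher and 485 lower, and 867 and 475 with the replicate block. The genes with the largest increase in DR8-WT were Rpl17-ps8, Igkv16-104 and Lipg (log2 fold changes of 3.74, 3.56 and 3.04), and those with the largest decrease were Arg1, Retnla and Gm4841 (-5.32, -4.76 and -4.50). In DR8-mtDRBD, Rpl17-ps8, Fosb and Dkk1 increased most (2.99, 2.93 and 2.79), and Arg1, Gm2606 and Gm4841 decreased most (-8.62, -6.42 and -4.28). Arg1 had 0, 1 and 0 counts in the DR8-mtDRBD libraries, below the floor, so the size of its decrease is uncertain. It ranged from -10.6 to -8.12 across the fits that left out 1 library. Rpl17-ps8 and Gm2606 are processed pseudogenes, and Gm2606 was 187 ± 283 CPM (SD, n = 3) in Luc, a spread above its mean. Its call in DR8-mtDRBD vs Luc was lost without Luc replicate 3 and without any one of the DR8-mtDRBD replicates.

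Against Non-invasive, 2591 genes were higher and 1816 lower in DR8-WT, and 4052 were higher and 3433 lower in DR8-mtDRBD. The corresponding counts with the replicate block were 2560, 1806, 4043 and 3428. The number of genes differing from Non-invasive was thus 4407 in DR8-WT, 7485 in DR8-mtDRBD and 7428 in Luc.

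Reversal was counted over the 7428 genes changed in Luc vs Non-invasive. In DR8-WT, 3332 of them (44.9%) changed back, 1807 that had been higher in Luc and 1525 that had been lower (1793 and 1510 with the replicate block). In DR8-mtDRBD, 622 (8.37%) changed back, 234 that had been higher and 388 that had been lower (230 and 384 with the replicate block). In both groups, 479 genes (6.45%) changed back. The median gene lost 50.5% of its log2 change in DR8-WT and 9.12% in DR8-mtDRBD. Fewer genes moved further in the direction of Luc, 47 in DR8-WT and 188 in DR8-mtDRBD. Across all genes, the log2 fold change of Luc vs Non-invasive correlated with that of DR8-WT vs Luc at a Pearson r of -0.789 and with that of DR8-mtDRBD vs Luc at -0.354. These contrasts share the Luc libraries, which by itself gives a negative correlation. The shares of muscle and marrow genes also moved in DR8-WT from Luc toward Non-invasive. Fast muscle genes took 2.05% of the counts in Non-invasive, 8.28% in Luc, 3.47% in DR8-WT and 7.23% in DR8-mtDRBD. Marrow myeloid genes took 4.69%, 0.865%, 2.23% and 1.05% in the same order. The numbers of genes changed back therefore do not separate a reversal from a difference in tissue content.

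**Figure D2:**
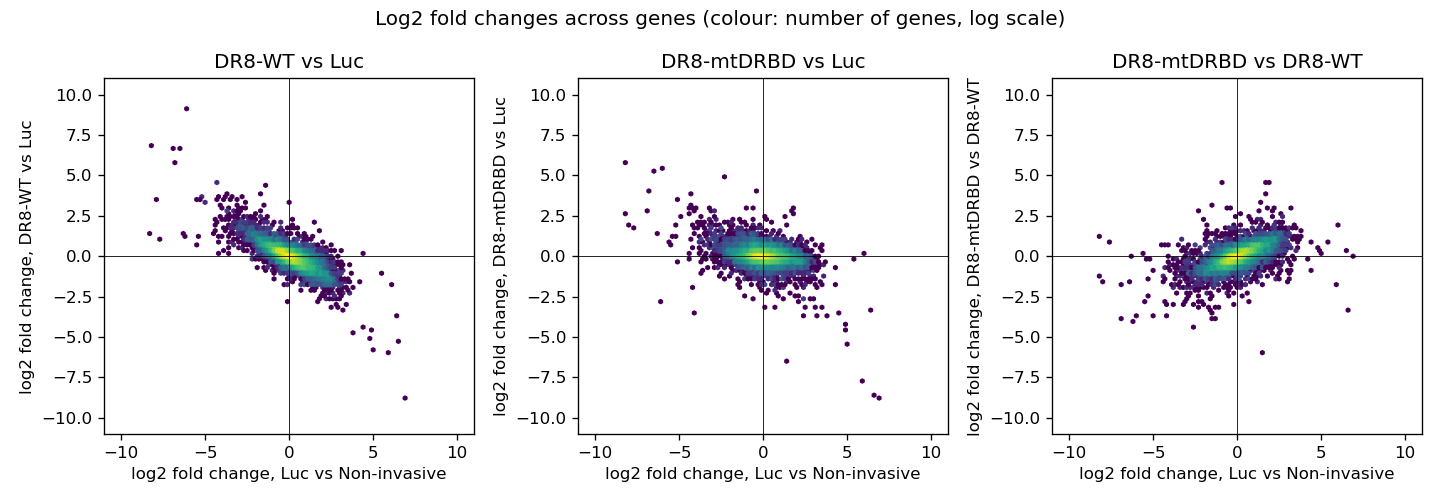
Log2 fold change of each of 16297 genes in Luc vs Non-invasive (horizontal axes) against DR8-WT vs Luc, DR8-mtDRBD vs Luc and DR8-mtDRBD vs DR8-WT (vertical axes), coloured by the number of genes on a log scale. The Pearson r across genes is -0.789, -0.354 and 0.619 in that order.

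The 479 genes that changed back in both DR8-WT and DR8-mtDRBD are those at which Luc stood apart from all other groups. They were 185 higher and 294 lower (180 and 287 with the replicate block). Non-invasive stood apart at 1371 genes that were higher and 2005 that were lower, DR8-WT at 51 and 21, and DR8-mtDRBD at 184 and 116. With the replicate block these counts were 1368, 1981, 50, 21, 182 and 112. The genes at which Luc was higher by the largest margin were Arg1, Gm4841 and Retnla, and those at which it was lower were Rpl17-ps8, Cd5l and Dkk1. Cd5l was 5.63 ± 0.520 CPM (SD, n = 3) in Luc, against 41.4 ± 1.502 in Non-invasive, 27.6 ± 1.099 in DR8-WT and 32.1 ± 2.71 in DR8-mtDRBD.

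**Figure D3:**
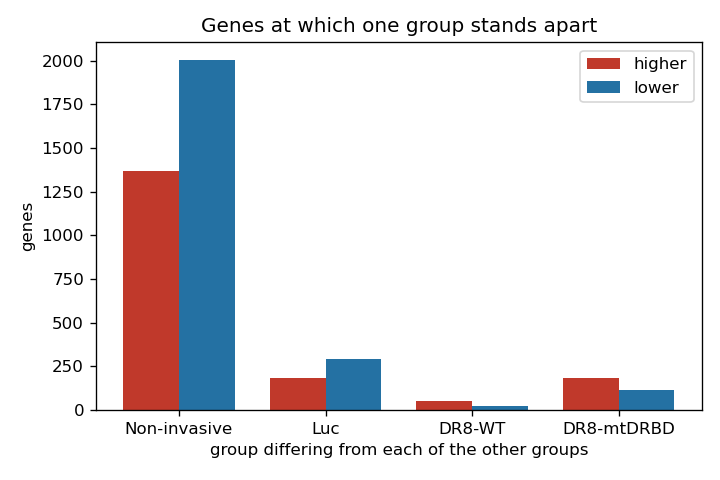
Number of genes (vertical axis, starting at 0) at which a group (horizontal axis) was higher (red) or lower (blue) than each of the other groups. Non-invasive stands apart at 3376 genes and Luc at 479.

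The 2 forms were compared directly in DR8-mtDRBD vs DR8-WT, which asks whether they acted alike. In DR8-mtDRBD 1869 genes were higher and 1556 lower (1854 and 1541 with the replicate block). Fosb, Fos and Egr1 increased most (log2 fold changes of 4.51, 4.45 and 3.79), and Lipg, Ighv1-4 and Ggt1 decreased most (-4.32, -4.00 and -3.88). Ighv1-4 had 1, 0 and 0 counts in the DR8-mtDRBD libraries, so the size of its decrease is uncertain. Fos (ENSMUSG00000021250, chromosome 12, 85473890 to 85477273) was 14.8 ± 0.648 CPM (SD, n = 3) in DR8-WT and 324 ± 8.77 CPM (SD, n = 3) in DR8-mtDRBD.

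The aging and inflammation genes that the study measured by quantitative PCR were examined in the same libraries. Cdkn2a (P16, ENSMUSG00000044303, chromosome 4, 89274471 to 89294653) was near the limit of the depth, with 7 to 33 counts per library. It was 2.19 ± 0.376 CPM in Non-invasive and 1.16 ± 0.2001 CPM in Luc (SD, n = 3), lower in Luc by a log2 fold change of -0.91 ± 0.33 (SE, adjusted p 0.0196 by edgeR). This was not past the threshold with DESeq2 (adjusted p 0.0556), without Non-invasive replicate 3 (0.0869) or without Luc replicate 3 (0.0799). Its differences from Luc, 0.31 in DR8-WT (adjusted p 0.503) and 0.44 in DR8-mtDRBD (adjusted p 0.408), did not pass the threshold. Cdkn1a (P21, ENSMUSG00000023067, chromosome 17, 29090976 to 29100727) was 57.3 ± 3.18 CPM in Non-invasive, 74.1 ± 4.13 in Luc, 64.6 ± 4.88 in DR8-WT and 101 ± 2.69 in DR8-mtDRBD (SD, n = 3). It was lower in DR8-WT than in Luc by a log2 fold change of -0.20 ± 0.07 (adjusted p 0.015), a difference that was -0.0384 with total counts (adjusted p 0.642) and not past the threshold without Luc replicate 3 (0.0694) or DR8-WT replicate 1 (0.105). It was higher in DR8-mtDRBD than in Luc by 0.44 ± 0.07 (adjusted p 1.6e-05). Mmp13 (ENSMUSG00000050578, chromosome 9, 7272514 to 7283331) was 958 ± 29.8 CPM in Non-invasive and 335 ± 22.2 in Luc (SD, n = 3), a log2 fold change of -1.51 ± 0.04 (adjusted p 1.55e-19). It was higher than in Luc by 0.12 in DR8-WT (adjusted p 0.0112, but 0.0979 without Luc replicate 3) and by 0.45 in DR8-mtDRBD (adjusted p 9.29e-09). Il6 had 1 to 6 counts per library and was not tested, so these counts do not show whether it differed.

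Of the genes of nuclear architecture, Lmnb1 (chromosome 18, 56707813 to 56753424) fell from 213 ± 4.001 CPM in Non-invasive to 86.2 ± 1.44 CPM in Luc (SD, n = 3). It was higher in DR8-WT than in Luc by a log2 fold change of 0.73 ± 0.05 (adjusted p 5.03e-12) and did not differ detectably in DR8-mtDRBD (0.05 ± 0.05, adjusted p 0.457). With 142 CPM in DR8-WT and 89.4 in DR8-mtDRBD, Lmnb1 ordered the groups as the share of marrow myeloid genes did. A difference in marrow content was therefore not excluded for Lmnb1. Trim28 (KAP1) had a log2 fold change of -0.32 in Luc vs Non-invasive, 0.27 in DR8-WT vs Luc (adjusted p 7.73e-05) and 0.11 in DR8-mtDRBD vs Luc (adjusted p 0.114, but 0.0292 without Luc replicate 3). Cbx3 (HP1 gamma) was -0.40 in Luc vs Non-invasive (adjusted p 0.00545), -0.16 in DR8-WT vs Luc (adjusted p 0.312, but 4.45e-05 without DR8-WT replicate 1) and 0.09 in DR8-mtDRBD vs Luc (adjusted p 0.659). Its spread in DR8-WT was large, at 75.4 ± 23.2 CPM (SD, n = 3).

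The genes that the study names from its sequencing moved together in these counts. The study chose them from these same data, so this is no independent evidence. All 9 inflammatory genes and all 3 apoptotic genes were higher in Luc than in each other group. All 6 proliferation genes and 8 of the 9 bone development genes were lower in Luc than in each other group. The exception was Col18a1, which was higher in Luc than in Non-invasive by a log2 fold change of 1.26 and did not differ between DR8-WT and Luc (0.00, adjusted p 0.964). Il1b differed by 0.55 in Luc vs Non-invasive, -1.13 in DR8-WT vs Luc and -0.88 in DR8-mtDRBD vs Luc. For Cxcl10 the log2 fold changes were 2.07, -2.23 and -2.43, at an abundance of 9.12 ± 0.361 CPM (SD, n = 3) in Luc. Those of Nos2 were 2.68, -1.15 and -1.43. Runx2 differed by -0.51, 0.60 and 0.65, Col1a1 by -0.74, 1.08 and 1.55, and Cxcl12 by -1.66, 1.31 and 0.95 in the same contrasts.

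Gene lists extended these comparisons beyond single genes. The interferon-gamma list had a mean log2 fold change of 1.12 in Luc vs Non-invasive (adjusted p 0.00469 by camera, 18 of 20 genes higher), -1.46 in DR8-WT vs Luc (adjusted p 0.000706, 0 of 20 genes higher) and -1.54 in DR8-mtDRBD vs Luc (adjusted p 0.000185, 0 of 20 genes higher). The inflammatory chemokine list differed by 0.93 (adjusted p 0.115), -0.99 (adjusted p 0.0154) and -0.94 (adjusted p 0.00606) in these contrasts. The bone list was -1.01, 0.68 and 1.17 (adjusted p 0.00707, 0.00469 and 0.000185). With only the 6 libraries of a contrast in the fit, the interferon-gamma list passed the threshold in each of these contrasts, while inflammatory chemokines in DR8-WT vs Luc (adjusted p 0.0525) and bone in Luc vs Non-invasive (0.0965) and DR8-WT vs Luc (0.0618) did not. The cartilage list did not differ detectably in Luc vs Non-invasive (-0.15, adjusted p 0.898) or DR8-WT vs Luc (0.15, adjusted p 0.362) and was higher in DR8-mtDRBD vs Luc (0.72, adjusted p 0.0027, 16 of 17 genes). The senescence list was 0.68 in Luc vs Non-invasive (adjusted p 0.053), -0.43 in DR8-WT vs Luc (adjusted p 0.115) and -0.01 in DR8-mtDRBD vs Luc (adjusted p 0.483), none past the threshold. The proliferation list was -0.82 in Luc vs Non-invasive and 0.51 in DR8-WT vs Luc (both adjusted p 0.0027), and -0.16 in DR8-mtDRBD vs Luc (adjusted p 0.00904, but 0.0583 with only the 6 libraries). The apoptosis list passed the threshold in none of the 4 contrasts, with mean log2 fold changes from -0.41 to 0.13. With the replicate block, the interferon-gamma list was 1.12, -1.46 and -1.54 and the bone list -1.01, 0.68 and 1.17.

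The tissue lists differed as well, but with only the 6 libraries of a contrast in the fit the calls below were lost for fast muscle in Luc vs Non-invasive and DR8-mtDRBD vs DR8-WT (both adjusted p 0.0525), slow muscle in DR8-WT vs Luc (0.111) and marrow myeloid cells in Luc vs Non-invasive (0.0525) and DR8-mtDRBD vs Luc (0.0665). The fast muscle list was 2.15 in Luc vs Non-invasive (adjusted p 0.0154, 15 of 15 genes), -1.36 in DR8-WT vs Luc (adjusted p 0.00876), -0.20 in DR8-mtDRBD vs Luc (adjusted p 0.0767) and 1.16 in DR8-mtDRBD vs DR8-WT (adjusted p 0.00876). Its genes took 2.05% ± 0.0310 of the counts in Non-invasive, 8.28% ± 0.0720 in Luc, 3.47% ± 0.0421 in DR8-WT and 7.23% ± 0.0178 in DR8-mtDRBD (SD, n = 3). The slow muscle list was 1.81 in Luc vs Non-invasive (adjusted p 0.0029, 11 of 11 genes), -0.41 in DR8-WT vs Luc (adjusted p 0.0425, but 0.0587 with the replicate block) and -0.37 in DR8-mtDRBD vs Luc (adjusted p 0.00655), and did not differ detectably in DR8-mtDRBD vs DR8-WT (0.0424, adjusted p 0.819, 5 of 11 genes higher). The marrow myeloid list was -2.39, 1.26, 0.36 and -0.90 in the same contrasts (adjusted p 0.00692, 0.00606, 0.0154 and 0.0065), and its genes took 4.69% ± 0.0568, 0.865% ± 0.0194, 2.23% ± 0.0353 and 1.05% ± 0.00420 of the counts (SD, n = 3).

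**Figure D4:**
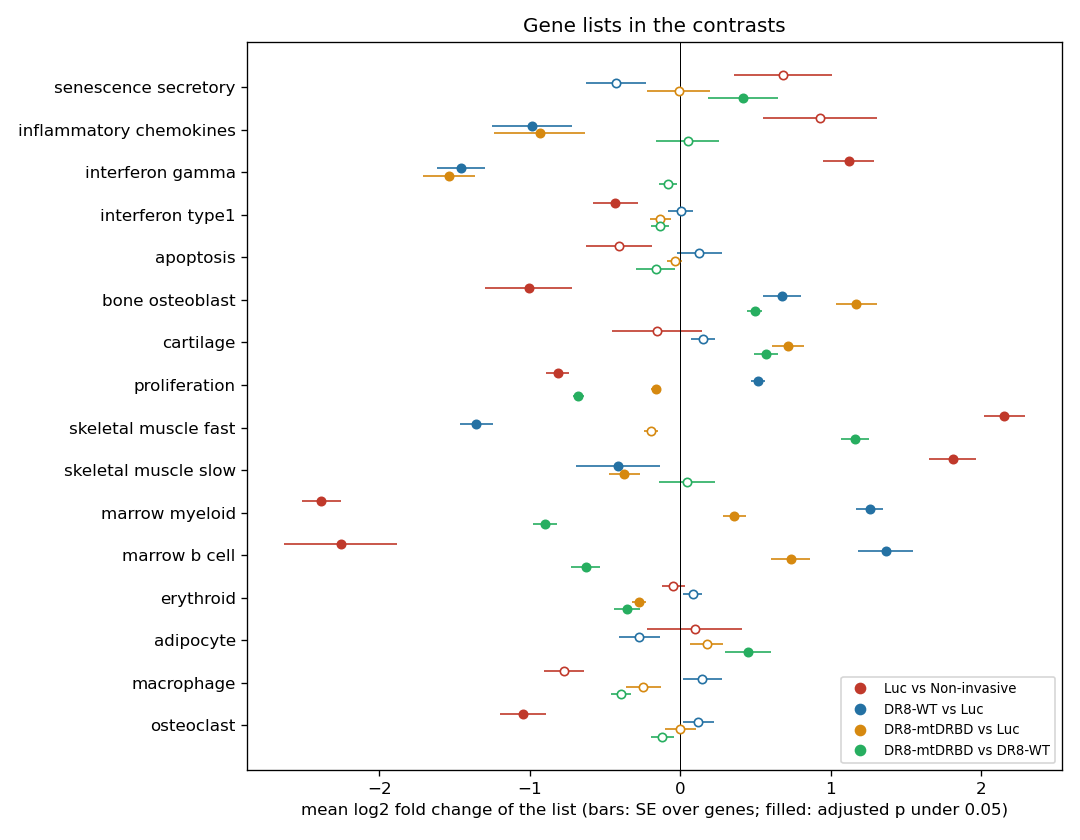
Mean log2 fold change (horizontal axis) of the genes of 16 lists (vertical axis) in 4 contrasts, with bars for the SE over genes and filled points for an adjusted p under 0.05. The interferon-gamma list is at 1.12 in Luc vs Non-invasive and at -1.46 and -1.54 in the contrasts of DR8-WT and DR8-mtDRBD with Luc.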

Values the study reported

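In the study, genes were called differentially expressed with DESeq2 at an adjusted p under 0.05 and an absolute log2 fold change above 0.5. Surgery was performed on mice aged 8 weeks, and joints were taken 7 weeks after the injection of virus.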

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

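The test of muscle and marrow and that of the order of groups below were chosen after the results had been seen. The change from Luc differed between DR8-WT and DR8-mtDRBD at 3425 genes, by the direct contrast of the groups. Among the lists, the difference passed the threshold for senescence (0.42), bone (0.49), cartilage (0.57), proliferation (-0.68), fast muscle (1.16), marrow myeloid cells (-0.90), marrow B cells (-0.63), erythroid cells (-0.36) and adipocytes (0.45), given as mean log2 fold change of DR8-mtDRBD vs DR8-WT. With only the 6 libraries compared, bone, cartilage, proliferation and marrow myeloid cells still passed and the other 5 lists did not. A candidate explanation is that the dissected joints held different amounts of muscle and marrow. Under it, this contrast should follow Luc vs Non-invasive, with which it shares no library, and the correlation across genes was 0.619. A reversal by DR8-WT and not by DR8-mtDRBD would give the same correlation, so it does not decide between them. A difference in tissue content therefore stays open for the difference between the forms as a whole, with the exceptions among the lists below. The muscle lists were mixed on a difference in muscle between the forms. The fast muscle list was higher in DR8-mtDRBD than in DR8-WT at 15 of 15 genes. The slow muscle list was 1.81 in Luc vs Non-invasive (11 of 11 genes higher). In DR8-mtDRBD vs DR8-WT it was 0.0424 (SE over genes 0.19, 5 of 11 genes higher, adjusted p 0.819), and -0.0986 with total counts. The erythroid list, in turn, was -0.0454 in Luc vs Non-invasive (adjusted p 0.79). The bone list is an exception in direction. It was higher in DR8-mtDRBD than in DR8-WT (16 of 16 genes) but lower in Luc than in Non-invasive. The latter was not past the threshold with only the 6 libraries compared (adjusted p 0.0965). For the bone genes, this argues against different amounts of muscle and marrow. The cartilage list was also higher in DR8-mtDRBD than in DR8-WT. It did not differ detectably in Luc vs Non-invasive (-0.15, adjusted p 0.898), so it has no direction to compare.

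When the 6 libraries of a contrast were split in other ways, 1 of the 4 splits that part all same-numbered pairs, the real one, gave as many genes in each of the 6 contrasts, and 1 of 4 gave as many lists in each of the 4 contrasts tested. The real split put 7 lists past the threshold in Luc vs Non-invasive, 2 in DR8-WT vs Luc, 7 in DR8-mtDRBD vs Luc and 4 in DR8-mtDRBD vs DR8-WT, adjusted within each contrast, fewer than the 9, 8, 9 and 9 with all 12 libraries. The other splits gave at most 4 genes and 0 lists, also among all 10 splits, where the remaining 6 keep a same-numbered pair together. With 3 libraries against 3 this cannot reach a share under 0.05, and as repeats of a pool are nearly alike it says that pools differ, not that treatments do.

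Reads outside annotated genes were no part of the comparisons and were more frequent in the operated groups. They made up 16.5% of reads in Luc, 11.8% in DR8-WT and 14.8% in DR8-mtDRBD, against 9.35% in Non-invasive. Reads overlapping more than one gene made up 7.36% in Luc and 7.06% in DR8-mtDRBD, against 6.70% in both Non-invasive and DR8-WT. This share was thus not raised in every operated group. Muscle in the dissected joints is a possible explanation of the first share. All 4 groups had the same order by this share as by the share of fast muscle genes, but with 1 pool per group other differences between the pools would give the same picture. Genomic DNA and unspliced RNA were not tested, and the explanation of the second share was not tested.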

How the results depend on the processing

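Of the 24 counts of genes, all stayed within 1.5 times their value with DESeq2, with only the 6 libraries compared, with RLE scaling, without a filter and with the replicate block. They moved when the 3 repeats of a group were summed to 1 library and tested with an assumed coefficient of variation of 0.2. Then the genes changed were 1711 higher and 1169 lower in Luc vs Non-invasive, 217 higher and 254 lower in DR8-WT vs Luc, 48 higher and 45 lower in DR8-mtDRBD vs Luc, 55 higher and 66 lower in DR8-mtDRBD vs DR8-WT, 285 higher and 136 lower in DR8-WT vs Non-invasive and 1836 higher and 1145 lower in DR8-mtDRBD vs Non-invasive. The genes changed back were 240 and 195 in DR8-WT (higher and lower in Luc) and 32 and 27 in DR8-mtDRBD, and those standing apart were 115 higher and 228 lower for Non-invasive, 25 higher and 19 lower for Luc, 9 higher and 2 lower for DR8-WT and 15 higher and 4 lower for DR8-mtDRBD. The assumed dispersion is larger than the one estimated from technical repeats, and the test differs as well. Which of these was the cause was not tested.

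With an absolute log2 fold change above 1, the genes changed were 2200 higher and 1528 lower in Luc vs Non-invasive, 597 higher and 783 lower in DR8-WT vs Luc, 249 higher and 173 lower in DR8-mtDRBD vs Luc, 477 higher and 423 lower in DR8-mtDRBD vs DR8-WT, 1011 higher and 449 lower in DR8-WT vs Non-invasive and 2309 higher and 1456 lower in DR8-mtDRBD vs Non-invasive. The genes changed back were 699 and 504 in DR8-WT (higher and lower in Luc) and 89 and 132 in DR8-mtDRBD, and those standing apart were 308 higher and 763 lower for Non-invasive, 65 higher and 94 lower for Luc, 16 higher and 4 lower for DR8-WT and 29 higher and 29 lower for DR8-mtDRBD. Without a fold-change cutoff, the genes changed were 5546 higher and 5575 lower in Luc vs Non-invasive, 4361 higher and 3862 lower in DR8-WT vs Luc, 2105 higher and 2243 lower in DR8-mtDRBD vs Luc, 3827 higher and 3797 lower in DR8-mtDRBD vs DR8-WT, 4428 higher and 4487 lower in DR8-WT vs Non-invasive and 5603 higher and 5510 lower in DR8-mtDRBD vs Non-invasive. The genes changed back were 3147 and 3456 in DR8-WT (higher and lower in Luc) and 1292 and 1066 in DR8-mtDRBD, and those standing apart were 3481 higher and 3329 lower for Non-invasive, 1114 higher and 927 lower for Luc, 353 higher and 421 lower for DR8-WT and 714 higher and 668 lower for DR8-mtDRBD. These moves follow from the cutoff itself.

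Scaling by total counts shifted the median of all genes by 0.16 in DR8-WT vs Luc and by -0.14 in DR8-mtDRBD vs DR8-WT (log2). With it, 3202 genes were higher in DR8-WT vs Luc, 1226 higher and 2502 lower in DR8-mtDRBD vs DR8-WT, 2379 lower in Luc changed back in DR8-WT, and DR8-WT stood apart at 121 and 13 genes. The shift accounts for the direction of these moves. In Luc vs Non-invasive, the senescence (0.62) and macrophage (-0.84) lists then passed the threshold, as did fast muscle in DR8-mtDRBD vs Luc (-0.18), while adipocytes in DR8-mtDRBD vs DR8-WT (0.31) no longer did. The sign changed for the senescence list in DR8-mtDRBD vs Luc (0.00779), inflammatory chemokines (-0.0909) and slow muscle (-0.0986) in DR8-mtDRBD vs DR8-WT, and Cbx3 in DR8-WT vs Luc (0.00281).

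With a mean of at least 5 CPM, 142 genes higher in Luc changed back in DR8-mtDRBD, Luc was higher than all other groups at 116 genes and DR8-WT at 25. The lists that no longer passed were inflammatory chemokines (-0.87) and slow muscle (-0.42) in DR8-WT vs Luc, and senescence (0.31) and adipocytes (0.44) in DR8-mtDRBD vs DR8-WT. The sign changed for cartilage in Luc vs Non-invasive (0.0754), senescence in DR8-mtDRBD vs Luc (0.105) and inflammatory chemokines in DR8-mtDRBD vs DR8-WT (-0.34). Without a filter, senescence (0.58), apoptosis (-0.45) and macrophages (-0.81) passed in Luc vs Non-invasive and macrophages (-0.42) in DR8-mtDRBD vs DR8-WT, and senescence changed sign in DR8-mtDRBD vs Luc (0.0239). The cause was not tested.

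With the replicate block, type 1 interferon in Luc vs Non-invasive (-0.43) and slow muscle in DR8-WT vs Luc (-0.41) no longer passed. With the median, the sign changed for erythroid cells in Luc vs Non-invasive (0.0469), type 1 interferon in DR8-WT vs Luc (-0.0424), senescence in DR8-mtDRBD vs Luc (0.0746), and inflammatory chemokines (-0.18) and slow muscle (-0.0364) in DR8-mtDRBD vs DR8-WT. With RLE scaling it changed for type 1 interferon in DR8-WT vs Luc (-0.0219) and osteoclasts in DR8-mtDRBD vs Luc (-0.00925). The lists that changed sign were not past the threshold to begin with. The cause was not tested.

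With only the 6 libraries compared, an alternative for the lists chosen after seeing the data, fewer lists passed, 5 in place of 9 in Luc vs Non-invasive, 4 in place of 8 in DR8-WT vs Luc, 7 in place of 9 in DR8-mtDRBD vs Luc and 4 in place of 9 in DR8-mtDRBD vs DR8-WT. Those lost were type 1 interferon (-0.43), bone (-1.004, adjusted p 0.0965), fast muscle (2.16) and marrow myeloid cells (-2.38) in Luc vs Non-invasive, inflammatory chemokines (-1.01), bone (0.65, adjusted p 0.0618), slow muscle (-0.44) and marrow B cells (1.34) in DR8-WT vs Luc, proliferation (-0.15) and marrow myeloid cells (0.38) in DR8-mtDRBD vs Luc, and senescence (0.42), fast muscle (1.16), marrow B cells (-0.63), erythroid cells (-0.35) and adipocytes (0.45) in DR8-mtDRBD vs DR8-WT. The sign changed for type 1 interferon in DR8-WT vs Luc (-0.0226) and senescence in DR8-mtDRBD vs Luc (0.00574). The interferon-gamma list passed in its contrasts of Luc with the other groups (adjusted p 0.039, 0.039 and 0.0258). The cause was not tested.

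Across the 12 fits that each left out one library, the values that crossed the threshold, changed sign or moved ranged from -0.43 to 0.00906 for Cbx3 in DR8-WT vs Luc, 20 to 35 for the genes at which DR8-WT was lower than all other groups, -0.0531 to 0.0953 for Dgcr8 in DR8-mtDRBD vs Luc, 0.41 to 0.48 for the adipocyte list in DR8-mtDRBD vs DR8-WT, -0.00184 to 0.0836 for the inflammatory chemokines list in DR8-mtDRBD vs DR8-WT, -0.00958 to 0.0195 for the type 1 interferon list in DR8-WT vs Luc, -0.45 to -0.42 for the type 1 interferon list in Luc vs Non-invasive, -0.41 to -0.37 for the macrophage list in DR8-mtDRBD vs DR8-WT, -0.29 to -0.22 for the macrophage list in DR8-mtDRBD vs Luc, -0.79 to -0.73 for the macrophage list in Luc vs Non-invasive, -0.0294 to 0.0321 for the osteoclast list in DR8-mtDRBD vs Luc, -0.0297 to 0.00785 for the senescence list in DR8-mtDRBD vs Luc and -0.43 to -0.396 for the skeletal muscle slow list in DR8-WT vs Luc. The interferon-gamma and bone lists passed in every one of these fits in the contrasts of Luc with the other groups. Among 72 fold changes of named genes, Cdkn2a in Luc vs Non-invasive lost the threshold with DESeq2 (-0.92, adjusted p 0.0556) and without Non-invasive replicate 3 or Luc replicate 3. Cdkn1a in DR8-WT vs Luc lost it with total counts (-0.0384, adjusted p 0.642) and without Luc replicate 3 or DR8-WT replicate 1, and Mmp13 in DR8-WT vs Luc without Luc replicate 3 (0.072, adjusted p 0.0979). Gm2606 in DR8-mtDRBD vs Luc lost it without Luc replicate 3 or any one DR8-mtDRBD replicate (adjusted p from 0.0744 to 0.345). Dgcr8 in Luc vs Non-invasive passed with total counts (-0.21), Trim28 in DR8-mtDRBD vs Luc without Luc replicate 3 (0.16) and Cbx3 in DR8-WT vs Luc without DR8-WT replicate 1 (-0.43). Cdkn2a and Il6 had few counts. The Cdkn2a difference between Luc and Non-invasive depended on the alternative, and Il6 was not tested.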

Other observations

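The tests of the interferon-gamma list, the macrophage list, the bone list and the immediate-early genes below were chosen after the results had been seen. Luc stood apart from all other groups at 479 genes, which is the pattern that a reversal by both forms of DGCR8 would give. Dgcr8 itself was not raised in the libraries labelled DR8-mtDRBD. The same count was 3376 for Non-invasive, 300 for DR8-mtDRBD and 72 for DR8-WT, so a pool that stands apart is not particular to Luc. Among 100 regroupings that shuffled the group labels within each replicate number, the real one included, 5 gave as many genes standing apart, 5 gave as many genes changed back in DR8-mtDRBD and 6 as many in DR8-WT. All 5, all 5 and 5 of the 6 had the libraries of a single group in the place of Luc. A single group took that place in 9 of the 100 regroupings, and those of the 9 that fell short had 0, 72, 72 and 158 genes standing apart.

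Several technical explanations of the 479 genes were examined. Libraries of Luc were the smallest, at most 8157394 counts against at least 8180869 in the others. After all libraries had been drawn down to 7989607 counts, Luc stood apart at 451 genes. With each library corrected for its trend over GC content, Luc stood apart at 486 genes (477 with the replicate block). With correction over gene length it stood apart at 460 (450 with the replicate block). Values were available for 99.9% of the genes tested. These counts do not show how many of the 479 genes were kept. The trends were weak to begin with. Across genes, the largest Spearman rho among the 3 contrasts with Luc was 0.104 for GC content and 0.190 for length, both in DR8-mtDRBD vs Luc, and 0.00662 and 0.0236 after correction. The median absolute shift of a log2 fold change was between 0.0123 and 0.0731, so little was corrected. Pseudogenes were not enriched (odds ratio 0.875, Fisher's exact test p 0.662). When different Luc repeats were used on the 2 sides, the correlation of Luc vs Non-invasive with DR8-mtDRBD vs Luc was -0.21, against -0.40 with the same repeat, so shared library noise accounted for a large part of that correlation but not for all of it. For DR8-WT the values were -0.66 and -0.80. Genes of the muscle and marrow lists were enriched among the 479 (19 genes, odds ratio 14.5, Fisher's exact test p 1.42e-14), which is consistent with a contribution of tissue content. Tissue content was not excluded.

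The interferon-gamma list, higher in Luc than in the other groups, did not follow this axis. Its mean log2 fold change in DR8-mtDRBD vs DR8-WT was -0.0827, although these groups differ in fast muscle and marrow myeloid cells in the direction in which Luc and Non-invasive differ. The macrophage list was not higher in Luc than in each other group. It was -0.77 in Luc vs Non-invasive (adjusted p 0.0596, 0 of 10 genes higher), which passed the threshold with total counts (adjusted p 0.0431), without a filter (0.0153) and without Luc replicate 2 (0.0149), and 0.15 in DR8-WT vs Luc (adjusted p 0.627). Both are opposite to what more macrophages in Luc would give. In DR8-mtDRBD vs Luc it was -0.25 (adjusted p 0.155, but 0.0269 without Luc replicate 2), the direction that more macrophages in Luc would give. The marrow myeloid list had the sign of the macrophage list in Luc vs Non-invasive (-2.39) and DR8-WT vs Luc (1.26), but not in DR8-mtDRBD vs Luc (0.36). A loss of marrow could hide more macrophages, so the macrophage list does not exclude them. The bone list was lower in Luc than in Non-invasive and DR8-WT, but with only the 6 libraries compared these differences did not pass the threshold (adjusted p 0.0965 and 0.0618). It was 0.49 in DR8-mtDRBD vs DR8-WT, opposite to what fast muscle and marrow would give. A hypothesis is that these lists reflect a state of the Luc joints. With 1 pool per group this cannot be told apart from a single inflamed joint in the Luc pool, and the effect of both viruses on these lists is not shown to be a property of the treatment.

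Immediate-early genes were highest in DR8-mtDRBD. The mean log2 fold change of 21 such genes was 2.15 in DR8-mtDRBD vs DR8-WT, with 20 of 21 higher, 1.34 in DR8-mtDRBD vs Luc and 0.83 in Luc vs Non-invasive. These genes respond within minutes to handling of tissue, so handling of the joints before RNA was taken could give this pattern. Handling and treatment cannot be separated with 1 pool per group.

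If added DGCR8 raised processing, primary microRNAs would be lost in DR8-WT but not in DR8-mtDRBD, since the mutant does not process them. The study itself saw no global change of microRNAs when human mesenchymal stem cells with truncated DGCR8 received either form. The median log2 fold change of 5 microRNA host genes in DR8-WT vs DR8-mtDRBD was -0.34, at percentile 5.68 among 10000 random lists of the same expression, with 3 of 5 genes lower. So few genes cannot decide the question, and the minimum of 10 genes for a decision was set after this value had been seen. Counts of a whole host gene also do not separate unprocessed from processed transcripts.

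Mmp13 was lower in Luc than in Non-invasive and higher in DR8-mtDRBD than in Luc. The study described the opposite direction by quantitative PCR in joints of individual mice. The difference of Mmp13 between DR8-WT and Luc, 0.12, was not past the threshold without Luc replicate 3 (adjusted p 0.0979). Cdkn2a was also lower in Luc than in Non-invasive, but this was not past the threshold with DESeq2 (adjusted p 0.0556), without Non-invasive replicate 3 (0.0869) or without Luc replicate 3 (0.0799). Cdkn1a (P21) was higher in DR8-mtDRBD than in Luc by a log2 fold change of 0.44 (adjusted p 1.6e-05 by edgeR), below the cutoff of 0.5. This value ranged from 0.40 to 0.48 across the fits that left out 1 library. By quantitative PCR, the study described less P21 with either virus. In DR8-WT vs Luc the difference of Cdkn1a had that direction (-0.20), but it was -0.0384 with total counts. No explanation of these differences was tested. Dgcr8 was not raised in the libraries labelled DR8-mtDRBD, and whether the virus encoded mouse or human DGCR8 was not used here. The counts of the mouse gene therefore do not decide whether the mutant was expressed.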
